# Hierarchical differentiation competence in response to retinoic acid ensures stem cell maintenance during mouse spermatogenesis

**DOI:** 10.1242/dev.118695

**Published:** 2015-05-01

**Authors:** Kanako Ikami, Moe Tokue, Ryo Sugimoto, Chiyo Noda, Satoru Kobayashi, Kenshiro Hara, Shosei Yoshida

**Keywords:** Retinoic acid receptor gamma, Spermatogenesis, Spermatogonia, Stem cell niche

## Abstract

Stem cells ensure tissue homeostasis through the production of differentiating and self-renewing progeny. In some tissues, this is achieved by the function of a definitive stem cell niche. However, the mechanisms that operate in mouse spermatogenesis are unknown because undifferentiated spermatogonia (A_undiff_) are motile and intermingle with differentiating cells in an ‘open’ niche environment of seminiferous tubules. A_undiff_ include glial cell line-derived neurotrophic factor receptor α1 (GFRα1)^+^ and neurogenin 3 (NGN3)^+^ subpopulations, both of which retain the ability to self-renew. However, whereas GFRα1^+^ cells comprise the homeostatic stem cell pool, NGN3^+^ cells show a higher probability to differentiate into KIT^+^ spermatogonia by as yet unknown mechanisms. In the present study, by combining fate analysis of pulse-labeled cells and a model of vitamin A deficiency, we demonstrate that retinoic acid (RA), which may periodically increase in concentration in the tubules during the seminiferous epithelial cycle, induced only NGN3^+^ cells to differentiate. Comparison of gene expression revealed that retinoic acid receptor γ (*Rarg*) was predominantly expressed in NGN3^+^ cells, but not in GFRα1^+^ cells, whereas the expression levels of many other RA response-related genes were similar in the two populations. Ectopic expression of RARγ was sufficient to induce GFRα1^+^ cells to directly differentiate to KIT^+^ cells without transiting the NGN3^+^ state. Therefore, RARγ plays key roles in the differentiation competence of NGN3^+^ cells. We propose a novel mechanism of stem cell fate selection in an open niche environment whereby undifferentiated cells show heterogeneous competence to differentiate in response to ubiquitously distributed differentiation-inducing signals.

## Abstract (precis)

**Highlighted article:** In the open environment of mouse seminiferous tubules, an undifferentiated stem cell pool is maintained by the differential expression of the retinoic acid receptor-γ in spermatogonia.

## INTRODUCTION

The integrity of tissue homeostasis is maintained by the balanced self-renewal and differentiation of stem cells. In certain tissues, stem cells cluster in an anatomically specialized (‘closed’ or ‘definitive’) niche that directs cell fate decisions. These include the testicular hub and ovariolar cap cells in *Drosophila*, gonadal distal tip cells of *Caenorhabditis elegans* and mammalian intestinal crypts. Because niche-derived signals appear to be spatially restricted, cells that are located within a particular region (e.g. in direct contact with niche cells) can be maintained in an undifferentiated state, and their displacement from the niche leads to differentiation. In other tissues, stem cells appear to be distributed over an extended area, designated as an ‘open’ or ‘facultative’ niche. In such tissues, the details of the mechanism that determines whether stem cells differentiate or remain undifferentiated are unknown (Fuller and Spradling, 2007; Morrison and Spradling, 2008; Stine and Matunis, 2013).

Mouse spermatogenesis occurs in seminiferous tubules and represents a typical example of an open niche-supported stem cell system (Fig. 1A) (Russell et al., 1990; Stine and Matunis, 2013). Here, the vast majority of stem cell activity resides in a small, primitive subset of germ cells called ‘undifferentiated spermatogonia’ (A_undiff_) (Ohbo et al., 2003; Shinohara et al., 2000; Yoshida, 2012). A_undiff_ continuously give rise to ‘differentiating spermatogonia’, which include a series of cell types from A_1_ through A_2_, A_3_, A_4_, intermediate and B. Type B spermatogonia then undergo meiosis (the cells are now designated spermatocytes) and spermiogenesis. All spermatogonia (A_undiff_ through B) reside within the basal compartment of the seminiferous tubules (between the basement membrane and the junctional network of Sertoli cells); they translocate across the tight junction when they enter meiosis (Fig. 1A,B) (de Rooij and Russell, 2000). In the basal compartment, A_undiff_ localize preferentially to the area adjacent to the vasculature network of arterioles and venules that accompanies interstitial cells, including Leydig cells (Chiarini-Garcia et al., 2001, 2003; Hara et al., 2014; Yoshida et al., 2007). In this area, however, A_undiff_ do not cluster to a restricted domain but intermingle with differentiating spermatogonia (Fig. 1C). Moreover, live imaging studies demonstrate the prevalent migration of A_undiff_ between differentiating spermatogonia and immotile Sertoli cells (Hara et al., 2014; Klein et al., 2010; Yoshida et al., 2007). Therefore, it is unlikely that the microenvironment of A_undiff_ is unique compared with that of the differentiating spermatogonia.

A_undiff_ spermatogonia in the basal compartment are exposed to extracellular signals that control their self-renewal and differentiation. Maintenance of A_undiff_ *in vivo* depends on the function of glial cell line-derived neurotrophic factor (GDNF) expressed by Sertoli cells (Meng et al., 2000; Yomogida et al., 2003). *In vitro*, GDNF is required for the maintenance of spermatogonia that retain post-transplantation colony-forming stem cell activity (Kanatsu-Shinohara et al., 2003; Kubota et al., 2004). By contrast, differentiation of A_undiff_ to A_1_ spermatogonia depends on retinoic acid (RA), an active metabolite of vitamin A (VA or retinol), the synthesis and inactivation of which are mediated by enzymes expressed by Sertoli and differentiating germ cells (Sugimoto et al., 2012; Vernet et al., 2006b). In vitamin A deficiency (VAD), insufficient RA is produced and spermatogenesis is affected primarily by inhibition of the differentiation of A_undiff_ to A_1_. Administration of exogenous VA to VAD mice restarts this process of differentiation (Morales and Griswold, 1987; Sugimoto et al., 2012). A similar, but weaker, spermatogenesis defect was observed in mice lacking functional RA receptor (RAR) genes (*Rarg* and/or *Rara*) in spermatogonia, indicating that spermatogonia are (at least in part) the direct target of RA and that these receptors are involved in this differentiation process (Gely-Pernot et al., 2012). These findings warrant determining the precise target cell type(s) of RA and the roles of RA in their differentiation.

In seminiferous tubules, spermatogenesis proceeds in a periodic manner termed the ‘seminiferous epithelial cycle’ (Leblond and Clermont, 1952; Oakberg, 1956). The 8.6-day cycle of mice is divided into stages I to XII (Russell et al., 1990). The expression of enzymes that mediate RA metabolism is synchronized to the cycle, suggesting that the RA concentration increases around stages VII to VIII (Hasegawa and Saga, 2012; Sugimoto et al., 2012; Vernet et al., 2006b). Very recently, the measurement of RA levels in seminiferous epithelial cycle-synchronized mouse testis provided data supporting this contention, although this remains to be experimentally demonstrated under physiological conditions (Hogarth et al., 2015). Consistent with this, the differentiation of A_undiff_ to A_1_ occurs specifically during stages VIII to IX and accompanies the induction of a germ cell-specific RA responsive gene, *Stra8* (Mark et al., 2008; Zhou et al., 2008). However, a significant number of A_undiff_ remain undifferentiated during these stages, and A_undiff_ spermatogonia are present throughout the cycle (de Rooij and Russell, 2000; Huckins and Oakberg, 1978; Tagelenbosch and de Rooij, 1993). If all A_undiff_ are uniformly exposed to RA, which is a strong inducer of differentiation, this raises an important question about the mechanism that ensures the preservation of undifferentiated cells while producing differentiating cells.

A_undiff_ comprise singly isolated spermatogonia (A_single_ or A_s_) and interconnected syncytia of two (A_paired_ or A_pr_) or more (mainly 4, 8 and 16) cells (A_aligned_ or A_al_) (de Rooij and Russell, 2000; Huckins and Oakberg, 1978; Oakberg, 1971). In this population, gene expression profiles are heterogeneous (Hofmann et al., 2005; Meng et al., 2000; Nakagawa et al., 2010; Raverot et al., 2005; Sada et al., 2009; Suzuki et al., 2012, 2009; Yoshida et al., 2004; Zheng et al., 2009). In particular, GFRα1, a component of the GDNF receptor, and neurogenin 3 (NGN3, or NEUROG3), a basic helix-loop-helix transcription factor, are reciprocally expressed in A_undiff_; GFRα1^+^ cells mainly comprise A_s_ and A_pr_, whereas NGN3^+^ cells (most of which are GFRα1^–^) include a majority of A_al_ and a smaller number of A_pr_ and A_s_ (Hofmann et al., 2005; Nakagawa et al., 2010; Yoshida, 2012; Yoshida et al., 2004).

In homeostatic spermatogenesis, pulse-labeling studies using inducible Cre recombinase demonstrate that the GFRα1^+^ population comprises the actual stem cell pool, while producing NGN3^+^ progeny (Hara et al., 2014; Sada et al., 2009), and that most NGN3^+^ cells transit to KIT^+^ type A_1_ spermatogonia that eventually mature into spermatozoa (Fig. 1B) (Nakagawa et al., 2007, 2010; Yoshida et al., 2004). However, NGN3^+^ cells are not irreversibly committed but retain the potential to revert to GFRα1^+^ and contribute to long-term self-renewal. This process of reversion becomes prominent when tissues are damaged or when these cells are transplanted into germ cell-depleted seminiferous tubules of the host (Nakagawa et al., 2007, 2010). Therefore, the stem cell phenotype and that of differentiating cells coexist in NGN3^+^ spermatogonia, which are referred to as ‘potential stem cells’ (Nakagawa et al., 2007, 2010; Potten and Loeffler, 1990). By changing their behavior according to tissue context, NGN3^+^ spermatogonia make a significant contribution to maintaining tissue homeostasis (Nakagawa et al., 2007). Cells with similar flexibility have been identified in other stem cell systems, including *Drosophila* oogenesis and spermatogenesis, and the mammalian intestinal epithelium (Brawley and Matunis, 2004; Kai and Spradling, 2004; van Es et al., 2012), suggesting that a common mechanism maintains tissue homeostasis. However, the molecular mechanisms that impart NGN3^+^ cells with the property of potential stem cells are unknown.

In the present study, we challenged the mechanisms of fate selection of A_undiff_ to differentiate or to remain undifferentiated in the open niche environment of seminiferous tubules. We found that GFRα1^+^ and NGN3^+^ subpopulations of A_undiff_ show a differential competence to differentiate in response to RA, which is achieved by restricted RARγ expression in NGN3^+^ cells. We propose a novel mode of fate selection of stem cells whereby the heterogeneous competence to differentiate in the pool of undifferentiated cells plays important roles in directing them to differentiate or to remain undifferentiated in an open niche environment in which differentiation-inducing signals are ubiquitously distributed. As a mechanism analogous to the asymmetric divisions in some closed niche-supported systems, such heterogeneous differentiation competence would be paradigmatic for open niche-supported tissues.

## RESULTS

### Kinetics of GFRα1^+^ and NGN3^+^ spermatogonia in the VAD/VA readministration model

To investigate the response of the GFRα1^+^ and NGN3^+^ subsets of A_undiff_ to changes in tissue RA levels, we used the VAD model in which RA production is severely affected. In the testes of VAD mice, the generation of KIT^+^ spermatogonia from A_undiff_ is blocked, leaving only KIT^−^ A_undiff_. When VA (in particular, retinol, which is converted to RA) is administered, the genesis of KIT^+^ cells is reinitiated, followed by normal spermatogenesis (Morales and Griswold, 1987; Sugimoto et al., 2012; van Pelt and de Rooij, 1990).

Using this established model, we first determined the kinetics of *Gfra1*^+^, *Ngn3*^+^ and *Kit*^+^ spermatogonia by *in situ* hybridization (Fig. 1D-F). In VAD testes, although *Kit^+^* spermatogonia were lost, both *Gfra1*^+^ and *Ngn3*^+^ cells were observed (Fig. 1E, day 0). When VA was replaced, *Kit*^+^ spermatogonia appeared and their number increased rapidly, whereas the number of *Ngn3*^+^ cells decreased greatly over 4 days. However, the number of *Gfra1*^+^ cells did not change (Fig. 1E,F; supplementary material Table S1). Given that these data, as obtained from static analysis, reflect the dynamic behaviors of spermatogonial subpopulations, we then analyzed the fate of A_undiff_ subsets by performing lineage-tracing experiments.

**Fig. 1.**
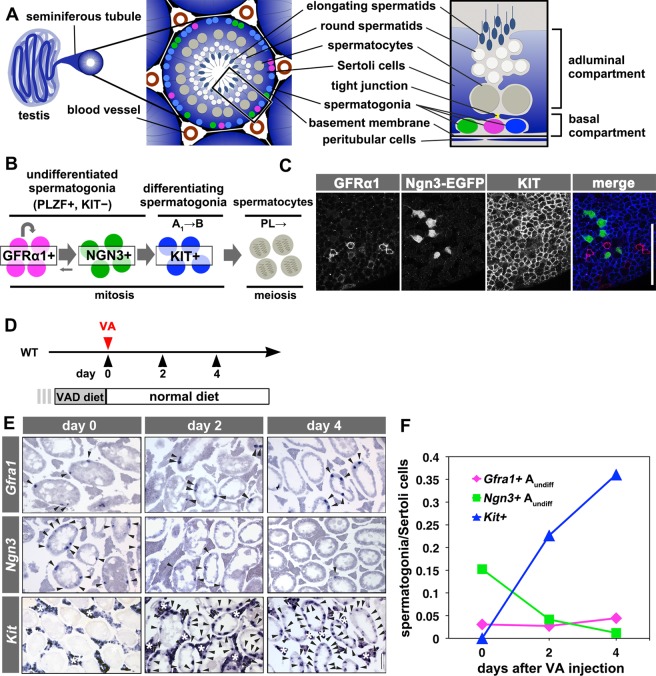
**Testis anatomy and spermatogonial populations and their kinetics in the VAD model.** (A) Anatomy of seminiferous tubules and seminiferous epithelium. A_undiff_ spermatogonia, including GFRα1^+^ (magenta) and NGN3^+^ (green) cells and KIT^+^ differentiating spermatogonia (blue), reside in the basal compartment (between the basement membrane and the tight junction of Sertoli cells). (B) Hierarchical and heterogeneous composition of spermatogonia. PL, preleptotene spermatocytes. (C) Representative whole-mount IF images of spermatogonia derived from an *Ngn3-EGFP* mouse triple stained for GFRα1, GFP and KIT. (D) The experimental schedule for E and F. Wild-type VAD mice were injected with VA and fed a normal (VA-sufficient) diet thereafter, before analysis at the indicated times. (E) Representative images of *in situ* hybridization analysis of *Gfra1*, *Ngn3* and *Kit* expression in testis sections. Arrowheads indicate spermatogonia expressing these genes. Note the persisting *Kit* expression in interstitial cells (asterisks). (F) Counts of *Gfra1*^+^, *Ngn3*^+^ and *Kit*^+^ spermatogonia. Raw counts are summarized in supplementary material Table S1. Scale bars: 100 μm.

### NGN3^+^ spermatogonia differentiate efficiently into KIT^+^ cells in response to VA administration

We first pulse-labeled the NGN3^+^ cells and traced their fates. NGN3^+^ spermatogonia were irreversibly labeled with green fluorescent protein (GFP) after a single pulse of 4-hydroxytamoxifen (TM) was administered to *Ngn3-CreER^TM^; CAG-CAT-EGFP* transgenic mice maintained under conditions of VAD. Following administration of VA, gene expression by the GFP-labeled cells was analyzed using whole-mount immunofluorescence (Fig. 2A). In VAD (day 0), almost all the labeled cells were negative for KIT and GFRα1 expression, as expected. After injecting VA, almost all the GFP-labeled cells expressed KIT within 4 days (Fig. 2B,C), whereas they remained GFRα1^−^ throughout (Fig. 2C; supplementary material Fig. S1A,B). These data indicate that NGN3^+^ cells transit to KIT^+^ cells rapidly and efficiently in response to RA.

**Fig. 2.**
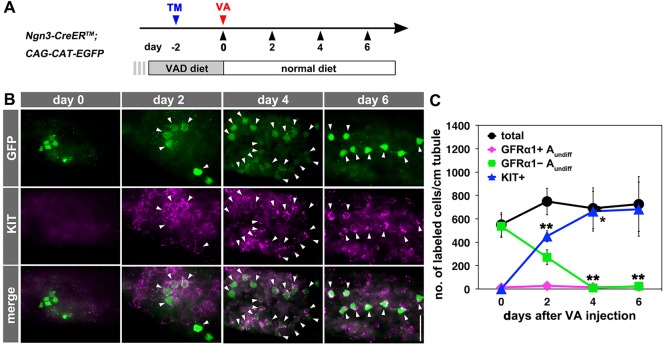
**Fate of pulse-labeled NGN3^+^ spermatogonia following administration of VA.** (A) Experimental design. Two days after the TM pulse, *Ngn3-CreER^TM^; CAG-CAT-EGFP* transgenic mice maintained in VAD were injected with VA to resume spermatogenesis. Testis samples were harvested at the indicated times. (B) IF analysis of GFP and KIT expression in whole-mount seminiferous tubules 0, 2, 4 and 6 days after VA injection. Arrowheads indicate GFP^+^/KIT^+^ double-positive cells. Note that KIT immunostaining exhibits a punctate pattern at these early stages. (C) The number of GFP-labeled GFRα1^+^ A_undiff_ (magenta), GFRα1^−^ A_undiff_ (green), KIT^+^ (blue) and total (black) cells in the testes of *Ngn3-CreER^TM^; CAG-CAT-EGFP* mice. Shown is the mean±s.e.m. of three, three, five and five testes on days 0, 2, 4 and 6, respectively. *P=0.041, **P<0.002 (*t*-test) compared with the values for day 0. Scale bar: 50 μm.

### GFRα1^+^ spermatogonia do not differentiate into KIT^+^ cells in response to VA readministration

Next, we determined the fate of GFRα1^+^ spermatogonia in the same VAD model, using *Gfra1-CreER^T2^; CAG-CAT-EGFP* mice (Fig. 3A). Two days after pulse under VAD, the majority of the labeled cells were GFRα1^+^, as expected. The response to VA differed to that of NGN3^+^ cells in that the cells proliferated and the total number of labeled cells, which included a constant number of GFRα1^+^ cells, increased (Fig. 3B,C; supplementary material Fig. S2A,B). Simultaneously, the number of labeled cells that were KIT^−^/GFRα1^−^ (which largely represented NGN3^+^ cells) increased slowly until day 8, indicating that GFRα1^+^ cells generated NGN3^+^ cells while maintaining the size of the GFRα1^+^ population. Between days 8 and 10 after VA administration, the number of these labeled KIT^−^/GFRα1^−^ cells decreased significantly, whereas the number of labeled KIT^+^ cells increased (Fig. 3C). This reflects the second round of NGN3^+^ to KIT^+^ differentiation, which occurs when the seminiferous epithelium returns to stages VIII to IX after one cycle of 8.6 days (Sugimoto et al., 2012).

**Fig. 3.**
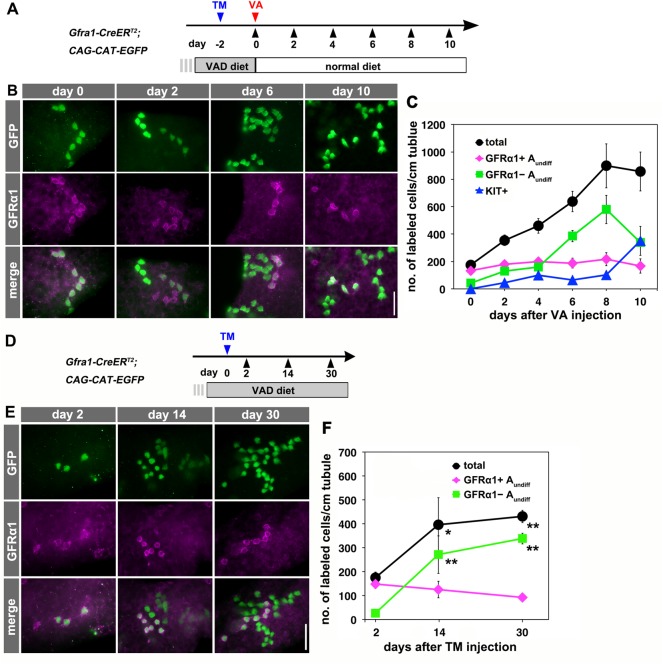
**Fate of pulse-labeled GFRα1^+^ spermatogonia during VAD/VA administration.** (A) The experimental schedule for B and C. Two days after the TM pulse, *Gfra1-CreER^T2^; CAG-CAT-EGFP* transgenic mice maintained in VAD were injected with VA and then fed a normal diet. Testis samples were harvested at the indicated times. (B) Representative IF images of whole-mount seminiferous tubule 0, 2, 6 and 10 days after VA injection stained for GFP and GFRα1. (C) The number of GFP-labeled GFRα1^+^ A_undiff_ (magenta), GFRα1^−^ A_undiff_ (green), KIT^+^ (blue) spermatogonia and total labeled (black) cells. Shown is the mean±s.e.m. of five, five, seven, six, four and three testes for days 0, 2, 4, 6, 8 and 10, respectively. Data, except for those of GFRα1^+^ cells, on days 2, 6, 8 and 10 were significantly different compared with the values on day 0 (*P*<0.03, *t*-test). (D) Schedule for E and F. After the TM pulse, *Gfra1-CreER^T2^; CAG-CAT-EGFP* transgenic mice were continually fed the VAD diet. (E) Representative IF images of whole-mount seminiferous tubule 2, 14 and 30 days after TM pulse stained for GFP and GFRα1. (F) Number of GFP-labeled GFRα1^+^ A_undiff_ (magenta) and GFRα1^−^ A_undiff_ (green) spermatogonia and total labeled cells (black), shown as the mean±s.e.m. of eight, three and five testes on days 0, 14 and 30, respectively. *P=0.032, **P<0.002 (*t*-test) compared with the values for day 2. Scale bars: 50 μm.

We detected a small number of labeled KIT^+^ cells prior to day 8. However, these cells might have been derived from the small number of NGN3^+^ cells detected on day 0 (recognized as KIT^−^/GFRα1^−^ cells) by the action of RA, rather than by the direct differentiation of GFRα1^+^ to KIT^+^ cells. A parallel experiment using GFP protein as a short-term lineage tracer in *Ngn3-EGFP* mice demonstrated that virtually all of the KIT^+^ cells that appeared shortly after VA administration were positive for GFP (supplementary material Fig. S2C,D). Therefore, these cells were likely to be derived from NGN3^+^ cells (see below). Taken together, these results indicate that, in response to RA, GFRα1^+^ cells do not give rise to KIT^+^ spermatogonia directly (Fig. 3C). This raises the question of whether the GFRα1^+^ to NGN3^+^ transition is induced by RA.

### The GFRα1^+^ to NGN3^+^ transition occurs under VAD

We next traced the fate of pulse-labeled GFRα1^+^ cells in *Gfra1-CreER^T2^; CAG-CAT-EGFP* mice that were continually fed the VAD diet (Fig. 3D). Fourteen and 30 days after the pulse, GFP-labeled GFRα1^−^ cells (indicating the GFRα1^+^ cell-derived NGN3^+^ cells) appeared and increased in number (Fig. 3D-F). Moreover, the number of labeled GFRα1^+^ cells remained stable (Fig. 3E,F). Therefore, under conditions of VAD, GFRα1^+^ cells proliferated and generated NGN3^+^ cells while maintaining their population size.

These findings suggest that the appearance of a small number of labeled KIT^−^/GFRα1^−^ (largely corresponding to NGN3^+^) cells 2 days after the pulse during VAD (Fig. 3F) was caused by the GFRα1^+^ to NGN3^+^ transition during this short time. By contrast, during VAD, labeled NGN3^+^ cells were rarely found to become GFRα1^+^. Instead, the total number of labeled cells decreased, indicating that NGN3^+^ cells died in the VAD testis (supplementary material Fig. S2E-G) and were effectively replenished by NGN3^+^ cells newly generated from GFRα1^+^ cells (Fig. 3F).

Taken together, these observations indicate that, in response to RA, NGN3^+^ cells quickly and efficiently transited to KIT^+^ spermatogonia, whereas GFRα1^+^ cells did not differentiate into KIT^+^ cells directly. These results may be confirmatory of previous studies showing that RA induces the transition of A_undiff_ to A_1_ spermatogonia and that virtually all the differentiating spermatogonia are derived from NGN3^+^ A_undiff_ (Morales and Griswold, 1987; Nakagawa et al., 2010; van Pelt and de Rooij, 1990). In addition, the present study is the first to demonstrate that the generation of NGN3^+^ cells from GFRα1^+^ cells occurs in the absence of RA signaling.

### Differential RARγ expression in GFRα1^+^ and NGN3^+^ A_undiff_ subsets

We next addressed the mechanism of RA induction of NGN3^+^, but not GFRα1^+^, cell differentiation. Theoretically, GFRα1^+^ cells may reside where the strength of the RA signal is insufficient. However, the expression patterns of RA metabolism-related enzymes and of a germ cell-specific RA response gene, *Stra8*, do not support this possibility (supplementary material Fig. S3A) (Sugimoto et al., 2012; Vernet et al., 2006a). In addition, GFRα1^+^ and NGN3^+^ cells were motile and intermingled with KIT^+^ differentiating spermatogonia, further contradicting this scenario (Fig. 1C) (Hara et al., 2014; Yoshida et al., 2007). Therefore, the differential response to RA is likely to reflect their intrinsic phenotype.

We next addressed the state of RA signaling in GFRα1^+^ and NGN3^+^ spermatogonia. 

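RNA of sorted spermatogonia and of whole testes from mice aged 10 to 11 weeks was measured on Agilent 1-colour mouse arrays, on which the brightness of a probe's spot follows the amount of its transcript. The GFRα1+ fraction held the EGFP+ cells of Gfra1-EGFP mice, and the NGN3+ fraction held the EGFP+/KIT− cells of Ngn3-EGFP mice. EGFP+/KIT+ cells of Ngn3-EGFP mice, which are differentiating spermatogonia, and whole testes were measured beside them. Each group had 3 arrays, each of a separate RNA sample. A sorted sample held 10000 to 20000 cells, taken from 1 mouse for GFRα1+ and KIT+ samples and from 2 mice for NGN3+ samples, and 25 ng of RNA was labelled.
Gfra1, Neurog3 and Kit were each highest in the fraction named for them. Gfra1, which encodes the GDNF receptor subunit, had a log2 level of 1.65 ± 0.16 (SD, n = 3) in GFRα1+ cells, −1.22 ± 0.23 in NGN3+ cells and −3.38 ± 0.05 in KIT+ cells, where 0 is the 75th percentile of an array. Neurog3, which encodes the transcription factor NGN3, stood at 4.13 ± 0.21, 5.23 ± 0.43 and 2.77 ± 0.17 (SD, n = 3). Another, dimmer Neurog3 probe was well above background on all 3 NGN3+ and KIT+ arrays and on none of the GFRα1+ arrays. The probes thus ordered GFRα1+ and KIT+ cells differently. Kit, the receptor that marks differentiating spermatogonia, stood at 1.96 ± 0.58 (SD, n = 3) in NGN3+ and 4.55 ± 0.11 in KIT+ cells, and its log2 ratio of NGN3+ over GFRα1+ cells was 0.46 (adjusted p = 0.145 from limma), or 0.71 without NGN3+ replicate 1 (adjusted p = 0.0272). Genes named for haploid spermatids and for somatic cells also differed between the fractions. RNA of other testis cells in the NGN3+ fraction could give such differences too, and their source was not settled. All 30 spermatid genes tested were higher in NGN3+ than in GFRα1+ cells (30 adjusted over the list alone), with a median log2 ratio of 5.34, as were 15 of 23 Sertoli cell markers (15 adjusted over the list alone) and 7 of 8 markers of peritubular myoid cells (7 adjusted over the list alone), while 2 Sertoli markers were lower (4 without GFRα1+ replicate 3). With camera at a preset correlation of 0.01, the adjusted p was 3.51e-22 for the spermatid list and 6.39e-05 for each of the other 2, against 0.469 for all 3 with an estimated correlation.
The authors deposited the background-subtracted intensity of every spot. These intensities were taken to log2, each array's 75th percentile was subtracted, and 1 probe was kept per gene. A gene was tested where its probe was well above background on all 3 arrays of at least 1 of the compared groups, with limma over the 9 arrays of sorted cells and Benjamini-Hochberg adjustment. On GFRα1+ arrays 50.1% to 50.8% of probes were well above background, on NGN3+ arrays 59.5% to 65.1%, on KIT+ arrays 54.8% to 62.0% and on whole testes 54.8% to 57.6%. Of 23826 genes tested, 4763 were higher and 8625 lower in NGN3+ than in GFRα1+ cells at an adjusted p under 0.05. The median of all their log2 ratios was −0.19, so each log2 ratio lies that far from its value relative to the other genes. With the percentile taken only over probes well above background on every array, the median was −0.019 and the split 5831 higher and 6054 lower. Under the first scaling, 755 genes were higher and 7464 lower among the 14567 no higher in whole testes than in GFRα1+ cells. This filter uses the GFRα1+ level and so favors falls by itself.
The arrays lay on 3 slides. The second slide held GFRα1+ replicate 3 with all NGN3+ and KIT+ arrays, the first held GFRα1+ replicates 1 and 2 with a whole testis array, and the third held the other whole testis arrays. Within the second slide alone 3719 genes were higher and 4929 lower in NGN3+ cells, against a single GFRα1+ array. With slide as a block, which takes up GFRα1+ replicates 1 and 2 and so leaves the same contrast, 3680 were higher and 5565 lower. Spiked-in control RNA stood 4.71 above the 75th percentile on GFRα1+ arrays (log2, mean of 3), 2.60 on NGN3+ arrays, 2.51 on KIT+ arrays and 4.38 on whole testes.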

Gene expression microarray analysis was performed using spermatogonia isolated from the testes of *Gfra1-EGFP* and *Ngn3-EGFP* mice, respectively, using fluorescence-activated cell sorting (FACS) (Uesaka et al., 2007; Yoshida et al., 2004). For the majority of transcripts related to the RA signaling pathway that were detected, the levels were similar in GFRα1^+^ and NGN3^+^ cells (Fig. 4A). By contrast, the differential expression of *Rarg*, which encodes one of the three RARs, was prominently upregulated in NGN3^+^ cells, as confirmed by qRT-PCR analysis (Fig. 4A,B; supplementary material Table S2).

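Among the genes of RA metabolism, Aldh1a3, which encodes a dehydrogenase that makes RA from retinal, was much lower in NGN3+ than in GFRα1+ cells, with a log2 ratio of −4.73 (SE 0.26, adjusted p = 2.82e-06 from limma). Dhrs3, which encodes a reductase that returns retinal to retinol, fell with a log2 ratio of −1.77 (adjusted p = 1.66e-05). Cyp26b1, which encodes an enzyme that degrades RA, rose by 1.62 (adjusted p = 1.95e-05) from −1.44 to 0.18 and stood higher still in whole testes (2.18), while Cyp26a1 of the same family fell with a log2 ratio of −0.92 (adjusted p = 0.011). Of 31 coactivators of the RA receptors, 17 were lower and 1 was higher in NGN3+ cells (17 and 1 adjusted over the list alone), among them the histone acetyltransferases Crebbp (−0.73), Ep300 (−0.66) and Kat2b (−1.04), and Ncoa3 (−1.12). The 1 that rose was Ncoa7, at least 2.19-fold (adjusted p = 0.0139, well above background on 1 of 3 GFRα1+ arrays), and the coactivators that rose were 0 without NGN3+ replicate 2 or 3 and 2 without replicate 1.
The RA pathway list, written before the data were examined, held 148 genes. Of these, 147 were on the array and 131 were tested, of which 26 were higher, 46 were lower and 59 did not pass the test (26 and 46 adjusted over the list alone). The log2 ratio of 102 genes (77.9%) lay between −1 and 1, and 16 of the higher and 12 of the lower genes lay beyond these bounds. Of 20 genes of RA synthesis, 5 were higher and 7 lower (5 and 8 adjusted over the list alone). Bco1, which encodes the enzyme that cleaves β-carotene to retinal, was at least 8.22-fold higher (adjusted p = 4.96e-05, well above background on 2 of 3 GFRα1+ arrays), and the alcohol dehydrogenase Adh4 at least 7.48-fold (adjusted p = 0.000305, on none of 3). All 3 genes of RA degradation that were tested changed (3 adjusted over the list alone), Cyp2s1 rising by 0.66. Of 10 genes of retinoid uptake and binding, Stra6l rose at least 1.87-fold, Crabp1 rose by 0.49 and Rbp3 fell by 1.04, and the other 7 did not pass the test (2 higher and 1 lower adjusted over the list alone). Of 32 corepressors, 4 were higher and 11 lower (4 and 9 adjusted over the list alone), with Ctbp2 at −0.77 and Nrip1 at 0.82. Zfp423 was at least 14.2-fold higher by 1 probe, while another of its probes gave −0.73 (adjusted p = 0.0209 among probes well above background on every array). Of 36 RA target genes, 13 were higher and 11 lower (13 and 11 adjusted over the list alone). Without GFRα1+ replicate 1 or NGN3+ replicate 2, 7 corepressors were lower, and the lower target genes were 7 without GFRα1+ replicate 1 or NGN3+ replicate 3 and 6 without NGN3+ replicate 2.
The median log2 ratio of the coactivators was −0.43, which is −0.24 relative to all genes tested (camera, adjusted p = 0.0104, and adjusted p = 0.655 with an estimated correlation). Relative to all genes it was −0.15 within the second slide (adjusted p = 0.0258), against its only GFRα1+ array, and slide as a block (adjusted p = 0.0254) rests on the same contrast. The call ended under quantile normalization, at −0.10 (adjusted p = 0.0904). For the other 6 lists camera gave adjusted p from 0.218 to 0.978. Over 1209 genes that are bright in whole testes and faint in GFRα1+ cells, NGN3+ arrays carried a median of 7.54% of the whole testis signal. Cyp26b1, Bco1, Adh4 and Zfp423 also stood higher in whole testes (2.18, 2.25, 2.25 and 3.41) than in NGN3+ cells (0.18, −0.99, −1.44 and −0.45). The rises of Bco1, Adh4 and Zfp423 thus move with those of other cells' markers. Cyp26b1 stood at 1.91 to 2.03 on KIT+ arrays, near its level in whole testes. Over the 1209 genes KIT+ arrays carried a median of 9.23% of the whole testis signal, so Cyp26b1 did not keep to that share.
With the percentile over probes well above background on every array, 31 genes of the RA pathway were higher and 31 lower. Within the second slide 24 were higher and 22 lower, and with slide as a block 24 and 27. Within the second slide Stra6l (0.51, adjusted p = 0.231), Crabp1 (0.43, adjusted p = 0.161), Rbp3 (−0.38, adjusted p = 0.316) and Cyp2s1 (0.58, adjusted p = 0.124) did not pass, nor did Rbp3 without GFRα1+ replicate 1 (−0.88) or NGN3+ replicate 2 (−0.92), or Crabp1 without GFRα1+ replicate 1 (0.47) or NGN3+ replicate 3 (0.36).

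**Figure D1:**
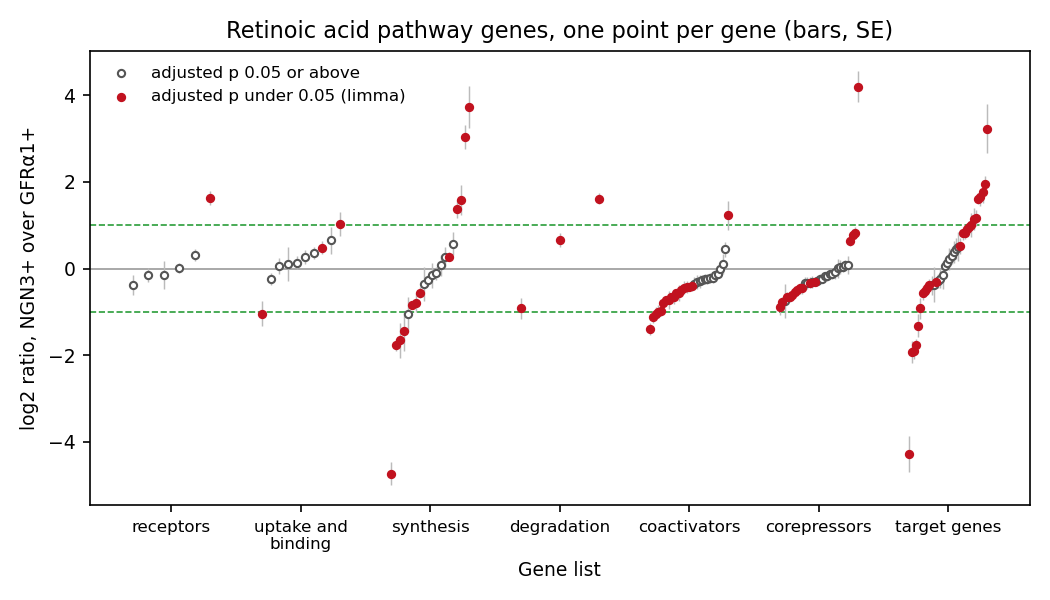
Log2 ratio of each RA pathway gene in NGN3+ over GFRα1+ cells (vertical axis) by gene list (horizontal axis), with 1 point per gene, bars of 1 SE, and dashed lines at ratios of 1 and −1. Red points have an adjusted p under 0.05 from limma and open points 0.05 or above, and genes that are dim in 1 fraction are drawn at their fitted ratio. Most points lie between the dashed lines, and 17 of 31 coactivators are red below 0.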

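Rarg, which encodes RARγ, was the only RA receptor gene to pass the test. Its log2 level was 3.78 ± 0.30 (SD, n = 3) in NGN3+ cells and 2.15 ± 0.13 (SD, n = 3) in GFRα1+ cells. This is a log2 ratio of 1.63 (SE 0.15, 95% confidence interval 1.28 to 1.99, adjusted p = 5.12e-05 from limma), or a 3.11-fold difference, and 1.82 relative to the median of all genes tested. Every NGN3+ array was above every GFRα1+ array (two-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). In KIT+ cells Rarg fell back to 2.63 ± 0.06 (SD, n = 3), a log2 ratio of −1.15 to NGN3+ cells (SE 0.15, adjusted p = 0.000696) and of 0.48 to GFRα1+ cells (adjusted p = 0.0224). In whole testes, where spermatogonia are few among the germ cells, its level was −0.89 ± 0.11 (SD, n = 3).
The probe lies on chromosome 15 from 102065371 to 102065430 in the mm9 build that the array files use. Within the second slide the log2 ratio was 1.63 (adjusted p = 0.00194), against GFRα1+ replicate 3 alone, so that the spread comes from the NGN3+ and KIT+ arrays. Slide as a block (adjusted p = 0.00138) rests on the same contrast and is no further check.
Considering the largely similar levels of the other RA signaling genes in both fractions and the function of RARγ in mediating the RA signal, the paper went on to test whether RARγ expression is sufficient to give GFRα1+ cells the competence to differentiate.

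**Figure D2:**
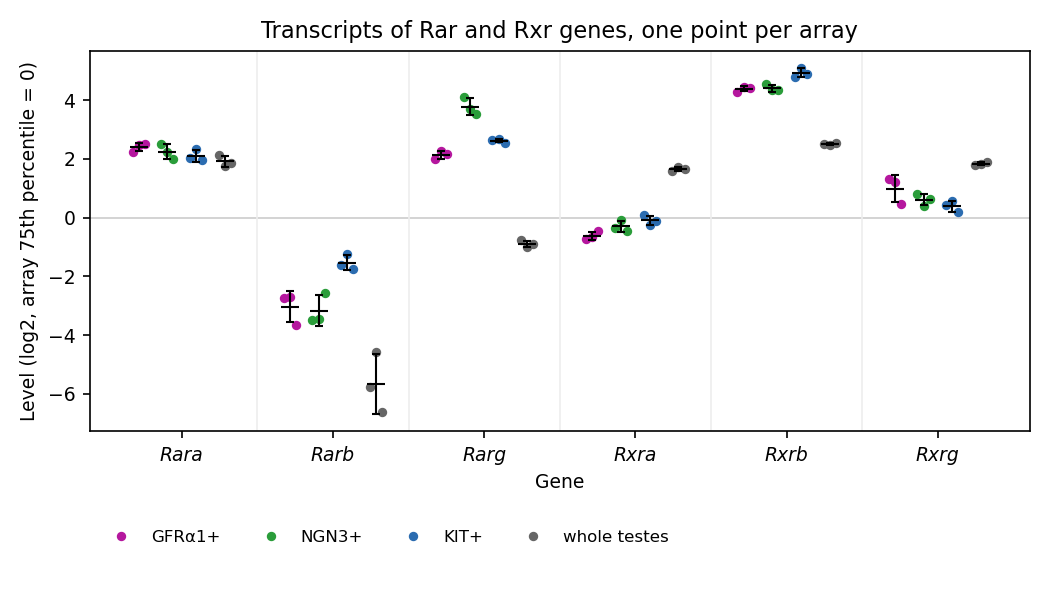
Log2 level (vertical axis, 0 is the array's 75th percentile) of the 6 Rar and Rxr genes (horizontal axis) in GFRα1+, NGN3+ and KIT+ spermatogonia and whole testes, with 1 point per array and black bars for the mean and SD of 3 arrays. The NGN3+ points of Rarg lie above those of the other 3 groups, and the Rarb probe drawn was not well above background in whole testes, where another Rarb probe was.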

**Fig. 4.**
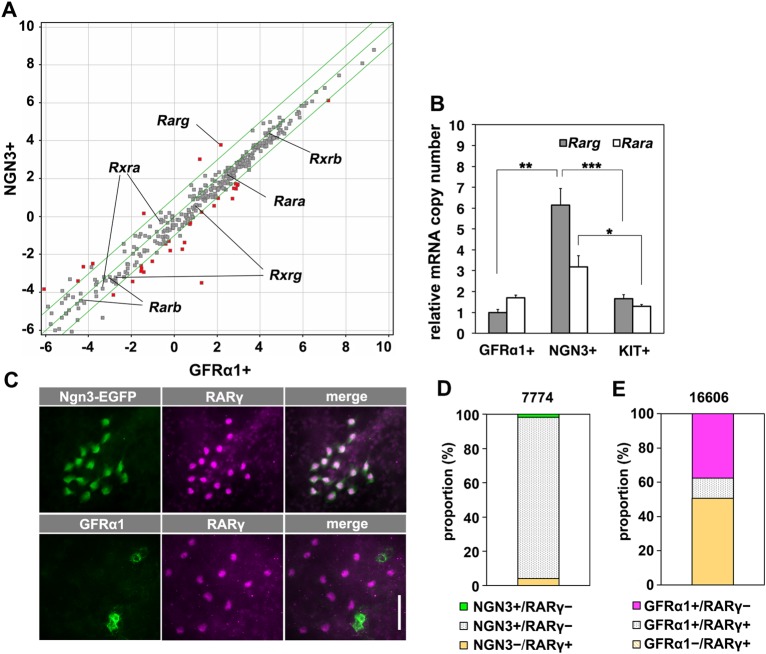
**Expression of genes in the RA signaling pathway and the specificity of RARγ expression by NGN3^+^ spermatogonia.** (A) Scatter plot comparing the levels of transcripts expressed by GFRα1^+^ and NGN3^+^ cells according to microarray analysis. For each fraction, average values from three independent RNA samples sorted from different animals are shown. The middle line indicates a difference of 0, and the outer lines represent ratios {log_2_([NGN3^+^]/[GFRα1^+^])} of 1.0 and −1.0. Red dots indicate genes expressed at significantly different levels (*P*<0.05, *t*-test with Benjamini–Hochberg correction). Members of the Rar and Rxr gene families are indicated. A list of the genes in this panel is shown in supplementary material Table S2. (B) qRT-PCR analysis of *Rara* and *Rarg* mRNA expression in GFRα1^+^, NGN3^+^ and KIT^+^ spermatogonia. Relative copy numbers are shown in arbitrary units after normalization to the amount of *Actb* mRNA. The mean±s.e.m. values of three independent cell preparations from different animals are shown. *P=0.043, **P=0.011 and ***P=0.0065 (*t*-test). (C) Representative IF images of whole-mount seminiferous tubules from *Ngn3-EGFP* mice stained for EGFP, GFRα1 and RARγ. (D,E) Frequency of single- and double-positive spermatogonia for the expression of RARγ and NGN3 (recognized as RARγ^+^/KIT^−^ and NGN3-EGFP^+^/KIT^−^, respectively) (D) and of RARγ and GFRα1 (E). Total counts are shown above each bar. Scale bar: 50 μm.

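Of the other members of both families, which encode the RARs and their RXR partners, none passed the test between NGN3+ and GFRα1+ cells. Rxrb, at 4.41 ± 0.11 (SD, n = 3) in NGN3+ and 4.39 ± 0.08 in GFRα1+ cells, had a log2 ratio of 0.021 (SE 0.12, adjusted p = 0.890 from limma). Rxra had a log2 ratio of 0.32 (SE 0.14, adjusted p = 0.0762), and its other probe gave −0.43 (adjusted p = 0.0597). Rxrg had −0.38 (SE 0.23, adjusted p = 0.191) and by its other probe −0.46 (adjusted p = 0.262). Rarb was dim, at −3.17 ± 0.53 (SD, n = 3) in NGN3+ and −3.03 ± 0.53 in GFRα1+ cells, with a log2 ratio of −0.14 (SE 0.32, adjusted p = 0.728). From NGN3+ to KIT+ cells Rarb rose by 1.64 (adjusted p = 0.00491) and Rxrb by 0.52 (adjusted p = 0.00833), while Rxrg did not pass by the first probe (−0.22) and was lower by its other one (adjusted p = 0.0113), which was well above background on 2 of 3 KIT+ arrays.
In mm9 coordinates the probes lie on chromosome 17 from 34175279 to 34175338 for Rxrb, chromosome 2 from 27615316 to 27615375 for Rxra, chromosome 1 from 169569496 to 169569555 for Rxrg and chromosome 14 from 17263367 to 17263426 for Rarb. Relative to all genes, the median of the 6 receptor genes was 0.13, with 1 higher and none lower (1 and 0 adjusted over the list alone; camera, adjusted p = 0.389, and 0.680 with an estimated correlation).
Without GFRα1+ replicate 3, the only GFRα1+ array on the slide of the NGN3+ arrays, Rxra passed the test at 0.40 (adjusted p = 0.0483) and Rxrg at −0.65 (adjusted p = 0.00988). Within that slide alone Rarb stood at 0.47, Rxrg at 0.16 and Rxrb at −0.022, and none of them passed.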

Immunohistochemical analysis of RARγ expression demonstrated that it was predominantly expressed by spermatogonia in the testis (supplementary material Fig. S3B), as shown previously (Vernet et al., 2006b). Whole-mount immunostaining of seminiferous tubules from *Ngn3-EGFP* mice further demonstrated that virtually all NGN3^+^ cells showed highly consistent expression of RARγ in the nucleus (Fig. 4C,D). By contrast, GFRα1 and RARγ were reciprocally expressed, with a small portion of double-positive cells showing weaker signals for both proteins (Fig. 4C,E; supplementary material Fig. S3C). Virtually all (2057 of 2085, 98.7%) cells that were positive for PLZF, a marker of A_undiff_ spermatogonia (Buaas et al., 2004; Costoya et al., 2004), also expressed either GFRα1 or RARγ (supplementary material Fig. S3D). KIT^+^ spermatogonia showed less intense staining of RARγ (supplementary material Fig. S3E). RARγ immunoreactivity was detected not only in many NGN3^+^ A_al_ but also in a few NGN3^+^ A_s_ and A_pr_ spermatogonia (supplementary material Fig. S3F).

These observations are largely consistent with a previous report that RARγ is expressed in A_al_ cells that are GFRα1^–^ (Gely-Pernot et al., 2012), given that the majority of NGN3^+^ and GFRα1^+^ cells are A_al_ and A_s_/A_pr_, respectively (Nakagawa et al., 2010). The present study demonstrates quantitatively that RARγ expression is highly overlapping with that of NGN3, and that essentially all A_undiff_ spermatogonia express either GFRα1 or RARγ. The *Rara* transcript was detected in A_undiff_ at levels comparable to *Rarg*, although the level of the *Rara* transcript was similar between GFRα1^+^ and NGN3^+^ cells (Fig. 4A,B).

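Rara, which encodes RARα, had a log2 level of 2.25 ± 0.25 (SD, n = 3) in NGN3+ and 2.41 ± 0.15 (SD, n = 3) in GFRα1+ cells. The log2 ratio was −0.16 (SE 0.16, 95% confidence interval −0.53 to 0.22, adjusted p = 0.437 from limma), and 0.033 relative to the median of all genes tested. KIT+ cells were at 2.10 ± 0.20 (SD, n = 3), and the log2 ratio to NGN3+ cells was −0.14 (adjusted p = 0.545). In whole testes this probe stood at 1.92.
Its probe lies on chromosome 11 from 98836197 to 98836256 in mm9. Another probe, from 98835350 to 98835409, gave 0.23 (SE 0.10, adjusted p = 0.0918), with levels of 1.66 ± 0.11 in NGN3+ cells, 1.43 ± 0.09 in GFRα1+ cells and −0.39 ± 0.08 in whole testes (SD, n = 3), so that the probes differ in sign and neither passed. Within the second slide the log2 ratio of the first probe was −0.26 (adjusted p = 0.407). The brightness of different probes cannot be compared on these arrays, and the levels of Rara and Rarg were not set against each other.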

### Enforced RARγ expression imparts differentiation competence to GFRα1^+^ cells

In *Rarg* knockout mice, the genesis of differentiating spermatogonia is impaired, whereas A_undiff_ are restored (Gely-Pernot et al., 2012), indicating that RARγ is required for the normal progression of NGN3^+^ to KIT^+^ differentiation. However, whether other components are involved in the differentiation of NGN3^+^ cells in response to RA is unknown. Nevertheless, considering the largely similar expression levels of the other RA signaling-related genes (Fig. 4A) and the key function of RARγ in mediating the RA signal, we tested whether the induction of RARγ expression is sufficient to provide GFRα1^+^ cells with differentiation competence.

We performed a gain-of-function experiment by ectopic expression of RARγ in GFRα1^+^ spermatogonia. We generated *Gfra1-CreER^T2^; CAG-CAT-3xFLAG-Rarg* mice, in which FLAG-tagged RARγ can be induced in GFRα1^+^ cells upon TM injection (Fig. 5A; supplementary material Fig. S4A,B). The behavior of GFRα1^+^ cells that expressed FLAG-RARγ was first tested in the VAD/VA administration model (Fig. 5B-F). In VAD (day 0), most of the FLAG-RARγ^+^ cells were GFRα1^+^ and KIT^−^, similar to the control GFP-labeled GFRα1^+^ cells (Fig. 3). However, when VA was replaced, FLAG-RARγ^+^ cells became KIT^+^ in 2 days, in stark contrast to GFP-labeled GFRα1^+^ cells, which largely remained KIT^−^ (Fig. 5C,D and Fig. 3C). These results clearly indicate that enforced RARγ expression provides GFRα1^+^ spermatogonia with the competence to differentiate into KIT^+^ spermatogonia, which is embodied when the RA signal is generated.

**Fig. 5.**
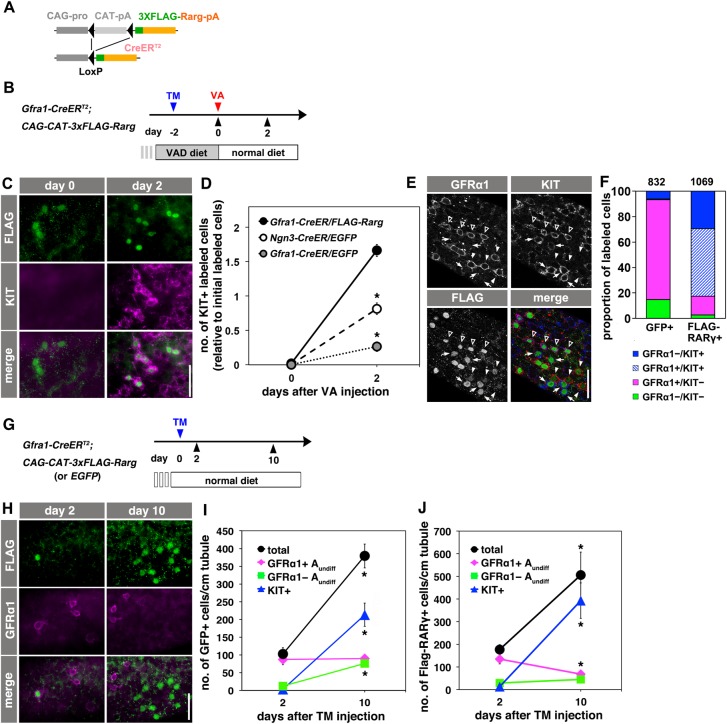
**Ectopic RARγ expression by GFRα1^+^ spermatogonia.** (A) The *CAG-CAT-3xFLAG-Rarg* transgene. When *CAT* between the loxP sites is deleted by TM-activated Cre, FLAG-tagged RARγ is constitutively expressed under the control of the *CAG* promoter. (B) Experimental design of the fate analysis of GFRα1^+^ cells with enforced FLAG-RARγ expression upon VA readministration in VAD mice, as shown in C-F. *Gfra1-CreER^T2^; CAG-CAT-3xFLAG-Rarg* transgenic mice were maintained in VAD and VA was administered 2 days after TM injection, as indicated. Testes were then processed for IF. (C,D) IF images of whole-mount seminiferous tubules of the mice described above, 2 days after VA injection, stained for FLAG-RARγ (green) and KIT (magenta) (C), and cell number relative to the number of initial induced cells (D). Data for GFP-labeled NGN3^+^ and GFRα1^+^ cells are reproduced from Fig. 2C and Fig. 3C, respectively, for comparison. The mean±s.e.m. value of three testes is shown. *P<0.003 (*t*-test), compared with the values of FLAG-RARγ^+^ GFRα1^+^ cells at day 2. (E,F) Representative confocal images of the same field of whole-mounts of seminiferous tubules of mice treated as described above, at 2 days after VA injection; staining was performed for GFRα1, KIT and FLAG (E). Open arrowheads, white arrowheads and small arrows indicate FLAG^+^ cells that are GFRα1^+^/KIT^+^, GFRα1^+^/KIT^−^ and GFRα1^−^/KIT^+^, respectively. (F) Quantitation of GFP^+^ and FLAG-RARγ^+^ cells showing different patterns of GFRα1 and KIT expression in *Gfra1-CreER^T2^; CAG-CAT-EGFP* and *Gfra1-CreER^T2^; CAG-CAT-3xFLAG-Rarg* mice, respectively*.* Cell numbers are shown above each bar. (G) Experimental design of the fate analysis of GFRα1^+^ cells with enforced FLAG-RARγ expression under normal conditions, as shown in H-J. *Gfra1-CreER^T2^; CAG-CAT-3xFLAG-Rarg* transgenic mice were pulsed with TM at 13-17 weeks of age, and after 2 and 10 days their testes were processed for IF. (H) IF images of whole-mount seminiferous tubules 2 and 10 days after TM injection, stained for FLAG-RARγ and GFRα1. (I,J) Numbers of GFRα1^+^ A_undiff_ (magenta), GFRα1^−^ A_undiff_ (green), KIT^+^ (blue) spermatogonia and total cells (black) in either GFP-labeled (I) or FLAG-RARγ-expressing (J) cells of *Gfra1-CreER^T2^; CAG-CAT-EGFP* and *Gfra1-CreER^T2^; CAG-CAT-3xFLAG-Rarg* mice, respectively, following the schedule shown in G. The mean±s.e.m. of four (I) and three (J) testes are shown. *P<0.05 (*t*-test), compared with the values on day 2. Scale bars: 50 μm.

Following VA administration, FLAG-RARγ^+^/GFRα1^+^ cells expressed KIT as quickly or more quickly than NGN3^+^ cells (Fig. 5D). Further, a significant percentage of FLAG-RARγ^+^/KIT^+^ cells were positive for GFRα1, although GFRα1^+^/KIT^+^ spermatogonia were observed only rarely in control EGFP-expressing GFRα1^+^ cells following VAD/VA readministration (Fig. 5E,F), and GFRα1^+^/KIT^+^ cells are not found in untreated wild-type mouse testes (Nakagawa et al., 2010). Therefore, these findings support the conclusion that RARγ expression induces the direct transition of GFRα1^+^ to KIT^+^ in response to RA, although a very short NGN3^+^ transition state cannot be formally excluded.

We next analyzed the fates of GFRα1^+^ cells that expressed FLAG-RARγ under normal physiological conditions as compared with GFP-labeled controls (Fig. 5G-J). Two days after TM injection, ∼80% of GFP^+^ and FLAG-RARγ^+^ cells were GFRα1^+^ (Fig. 5H-J). Ten days following induction, one 8.6-day seminiferous epithelial cycle had been completed, and we assumed that all the labeled cells were exposed to the high concentration of RA. During this period, the control GFP^+^ cells proliferated and generated NGN3^+^ A_undiff_ (KIT^−^/GFRα1^−^ cells) as well as KIT^+^ differentiating spermatogonia, while maintaining a constant number of GFRα1^+^ cells (Fig. 5I). These findings are consistent with those of Hara et al. (2014). By contrast, the number of FLAG-RARγ^+^ cells that remained GFRα1^+^ decreased, and a greater percentage of FLAG-RARγ^+^ cells expressed KIT (Fig. 5H,J). Fifty days after induction, FLAG-RARγ^+^ cells were almost completely depleted from the GFRα1^+^ population (supplementary material Fig. S4C), in contrast to the long-term fate of GFP-labeled GFRα1^+^ cells, which persisted in the GFRα1^+^ population for at least a year (Hara et al., 2014). Thus, we conclude that enforced RARγ expression tilted the fate of GFRα1^+^ cells toward differentiation under physiological conditions.

In undisturbed testes, FLAG-RARγ^+^/KIT^+^ cells were observed predominantly around stages IX to XI, 4 days after TM injection. Considering the lag time between TM injection and protein induction (1-2 days), this suggests that FLAG-RARγ^+^ cells differentiated preferentially to KIT^+^ cells around stages VII to IX, when the NGN3^+^ to KIT^+^ transition normally occurs (supplementary material Fig. S4D). Because FLAG-RARγ^+^/GFRα1^+^ cells became KIT^+^ only in response to RA (Fig. 5B-D), this result is consistent with the hypothesis that the tissue RA concentration increases around stage VIII (Hasegawa and Saga, 2012; Hogarth and Griswold, 2010; Sugimoto et al., 2012).

### Kinetics of the GFRα1^+^ and NGN3^+^ populations during the seminiferous epithelial cycle

Finally, we attempted to capture the behaviors of the GFRα1^+^ and NGN3^+^ subsets of A_undiff_, which respond differentially to RA, during the seminiferous epithelial cycle. Using *in situ* hybridization, we determined the frequency of these and of *Kit*^+^ spermatogonia (Fig. 6A; supplementary material Fig. S5). Fig. 6A presents a quantitative summary of the distributions of spermatogonial subsets as previously reported in separate studies (Grasso et al., 2012; Sugimoto et al., 2012; Yoshida et al., 2004), which reinforces morphology-based classical observations (Tagelenbosch and de Rooij, 1993). The number of *Gfra1*^+^ cells remained relatively constant throughout the cycle, as observed previously (Grasso et al., 2012). By contrast, there was a prominent increase, followed by a decrease, in the number of *Ngn3*^+^ cells during the cycle. The number of *Ngn3*^+^ cells was at its lowest in stage XII, increasing until stage VII, and then decreasing from stage VIII onwards (Fig. 6A; supplementary material Table S3). The number of *Kit*^+^ spermatogonia increased rapidly from stage VII to stage VI of the next cycle, when they transformed into preleptotene spermatocytes.

**Fig. 6.**
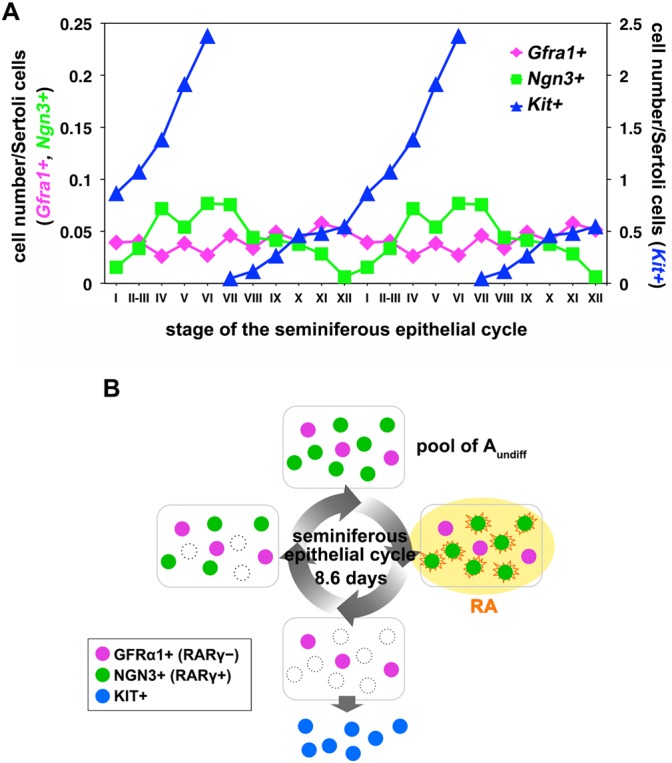
**Kinetics of GFRα1^+^, NGN3^+^ and KIT^+^ spermatogonia during the seminiferous epithelial cycle.** (A) The frequencies of *Gfra1*^+^, *Ngn3*^+^ and *Kit*^+^ spermatogonia observed during each stage of the seminiferous epithelial cycle as determined by *in situ* hybridization of three testis sections. Counts from 894 tubule transverse sections were summed and normalized to the number of Sertoli cells. Data for *Kit*^+^ spermatogonia are reproduced from Sugimoto et al. (2012). The same data are shown twice here to highlight the periodicity. (B) Model showing the behavior of GFRα1^+^ and NGN3^+^ spermatogonia during the seminiferous epithelial cycle that maintains the A_undiff_ pool while periodically producing differentiating KIT^+^ spermatogonia (see text for details).

## DISCUSSION

To better understand stem cell function in tissues with an open niche environment, we investigated the mechanisms underlying the fate decision of A_undiff_ (whether to remain undifferentiated or to differentiate) during mouse spermatogenesis. Using lineage-tracing analysis combined with a VAD mouse model, we demonstrate here that NGN3^+^ and GFRα1^+^ cells show distinct competence to differentiate in response to RA: NGN3^+^ cells quickly differentiated into KIT^+^ cells in response to RA, whereas GFRα1^+^ cells remained undifferentiated. Although most of the genes related to RA signaling showed similar expression levels in the two subpopulations, *Rarg* was expressed predominantly by NGN3^+^ spermatogonia as compared with GFRα1^+^ cells. Intriguingly, enforced RARγ expression in GFRα1^+^ spermatogonia imparted these cells with the competence to differentiate in response to RA (Fig. 5).

The present study strengthens the evidence obtained by previous studies regarding the expression of RARγ and its loss-of-function phenotype during spermatogenesis (Gely-Pernot et al., 2012; Vernet et al., 2006b) and further clarifies the role of RARγ in regulating spermatogonial differentiation. Gely-Pernot et al. (2012) detected RARγ expression in some A_al_ that do not express GFRα1. These findings are supported here, leading to the conclusion that the NGN3^+^ population, including A_s_ and A_pr_ cells in addition to A_al_, express RARγ with high consistency and that essentially all A_undiff_ express either GFRα1 or RARγ with minimal overlap (Fig. 4D,E). In *Rarg* knockout mice, the transition from A_undiff_ to A_1_ was impaired, whereas A_undiff_ were restored (Gely-Pernot et al., 2012); although this prior study established the requirement of *Rarg* for this process, it remained to be determined whether RARγ is sufficient for the gain of differentiation competence. The present study demonstrates that enforced RARγ expression by GFRα1^+^ cells is sufficient for these cells to gain such competence (Fig. 5). These gain- and loss-of-function experiments establish that, upon the transition of cells from GFRα1^+^ to NGN3^+^, upregulation of *Rarg* induces the acquisition of differentiation competence.

*Rara* mRNA expression by GFRα1^+^ and NGN3^+^ spermatogonia at levels comparable to that of *Rarg* (Fig. 4A,B) predicts its proportional contribution to differentiation competence. However, a spermatogonia-specific *Rara* mutation alone does not cause any apparent defect in differentiation, while enhancing the phenotype of *Rarg* mutation (Gely-Pernot et al., 2012), indicating the auxiliary role of RARα. This might reflect the protein expression level, since RARα is expressed at undetectable levels by spermatogonia (Vernet et al., 2006b). Further, this might reflect the higher half-maximal effective concentration (EC_50_) of RARα (∼20-200 nM) compared with that of RARγ (∼0.5-2 nM) (Astrom et al., 1990; Brand et al., 1988; Giguere et al., 1990), given the reported testicular RA concentration of ∼10-20 nM (Kane et al., 2005; Obrochta et al., 2014). The local RA concentration in seminiferous tubules and its fluctuation during the cycle warrant future direct measurement.

NGN3^+^ cells represent a characteristic subpopulation of A_undiff_ that possess the potential to self-renew but are primed for differentiation, and therefore they are designated ‘potential stem cells’ (Nakagawa et al., 2007, 2010; Potten and Loeffler, 1990). The molecular basis of this hybrid property is an interesting question. The self-renewal potential might be related to their epigenomic state, since the level of repressive histone modifications (dimethylated Lys9 of histone H3) and the expression of DNA methyltransferases (Dnmt3a2 and Dnmt3b) are low in GFRα1^+^ and NGN3^+^ cells but increase dramatically in KIT^+^ cells (Shirakawa et al., 2013). By contrast, the factor(s) that primes NGN3^+^ cells for differentiation is unknown. We demonstrate here that RARγ is the key molecule for NGN3^+^ spermatogonia to gain the competence to respond to RA and differentiate. The data also indicate that GFRα1^+^ cells already express other essential RA signaling molecules and that RA target genes are already prepared for activation by RARγ in GFRα1^+^ cells.

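GFRα1+ cells expressed most of the RA pathway. Of 147 RA pathway genes on the array, 115 (78.2%) were well above background on all 3 GFRα1+ arrays. On the whole array 19690 of 36315 gene and transcript names were (54.2%). Only 23605 of those names have a RefSeq gene symbol. The whole array is thus not a like base, and the higher percentage does not show enrichment of the pathway. The 115 genes included all 6 receptor genes, 30 of 31 coactivators and 31 of 32 corepressors. They held 15 of 27 genes of RA synthesis, 3 of 4 of RA degradation and only 7 of 14 of retinoid uptake and binding. Of 41 RA target genes, 30 (73.2%) were well above background in GFRα1+ cells. Stra8, which RA induces in germ cells at the entry into differentiation and meiosis, had a log2 level of 5.55 ± 0.14 (SD, n = 3) in GFRα1+ cells, 5.17 ± 0.46 in NGN3+ cells and 7.08 ± 0.18 in KIT+ cells. It rose by 1.91 from NGN3+ to KIT+ cells (SE 0.22, adjusted p = 0.000337 from limma), and had a log2 ratio of −0.38 between NGN3+ and GFRα1+ cells (SE 0.22, adjusted p = 0.173).
Among the other target genes, Hoxa3, a homeobox gene, rose by 1.64 in NGN3+ cells (adjusted p = 0.000219) and the pioneer factor gene Foxa1 by 0.91 (adjusted p = 0.000311). Tfap2a, which encodes a transcription factor, fell with a log2 ratio of −1.90 (adjusted p = 5.05e-05), and Cdx2 was at least 8.32-fold lower. NGN3+ cells had 129 RA pathway genes well above background on all 3 arrays and KIT+ cells 128. The 16 that NGN3+ but not GFRα1+ cells had include Rbp2 and Lrp2 of retinoid uptake, Adh4 and Bco1 of RA synthesis, and the target genes Hoxa4, Hoxb1 and Gata6, while Aldh1a7 and Cdx2 were the only 2 that GFRα1+ but not NGN3+ cells had.
NGN3+ arrays had more probes well above background than GFRα1+ arrays, so that these counts also follow the arrays' overall signal. Over 1209 genes bright in whole testes and faint in GFRα1+ cells, NGN3+ arrays also carried a median of 7.54% of the whole testis signal. Adh4 and Bco1 stood higher in whole testes than in NGN3+ cells. Whether the 16 genes come from the NGN3+ cells or from RNA of other cells was not tested. Without NGN3+ replicate 3, Stra8 passed the test between NGN3+ and GFRα1+ cells at −0.65 (adjusted p = 0.00897).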

RARγ is a potent transcriptional regulator that is active in the presence of RA. In the absence of RA, therefore, RARγ expression would not affect the cellular phenotype. These characteristics of RARγ are consistent with the ‘differentiation-primed but undifferentiated’ nature of NGN3^+^ cells. NGN3^+^ cells might be more appropriately considered as stem cells that have gained differentiation competence, rather than as transit-amplifying cells that possess de-differentiation ability. This might provide insights that will facilitate the characterization of similar cell types present in other stem cell systems.

Under physiological conditions, a fraction of GFRα1^+^ cells with ectopic expression of RARγ remained undifferentiated following one full seminiferous epithelial cycle after the induction of RARγ, although they eventually left the pool of GFRα1^+^ cells (Fig. 5J; supplementary material Fig. S4C). This might indicate the requirement for other conditions in order to embody differentiation competence in response to the intrinsic level of the RA signal. This possibility, which might involve the expression of other genes or the state of the RA target genes, warrants future investigation.

In seminiferous tubules, a strong differentiation-inducing signal (RA) appears to be abundant around stage VIII. This is consistently supported by evidence concerning the expression of enzymes required for RA metabolism, endogenous target genes and RA-responsive reporter genes (Hasegawa and Saga, 2012; Snyder et al., 2011; Sugimoto et al., 2012). The recent measurement of RA concentration in the stage-synchronized testis further strengthens this hypothesis (Hogarth et al., 2015). The present study contributes supporting evidence in that FLAG-RARγ-expressing GFRα1^+^ cells preferentially differentiated around these stages (supplementary material Fig. S4D).

Our findings suggest that heterogeneous differentiation competence in response to RA among A_undiff_ is established by the differential expression of RARγ and is essential for continual and constant sperm production. A summary of the cyclic kinetics *in vivo* is depicted in Fig. 6B. Before the RA level is increased, the entire A_undiff_ population exists as a mixture of GFRα1^+^ (RARγ^−^) and NGN3^+^ (RARγ^+^) cells around stages IV to VI (Fig. 6B, top). In stages VII to VIII, the tissue RA concentration increases and GFRα1^+^ and NGN3^+^ spermatogonia are equally exposed to RA (Fig. 6B, right). However, only NGN3^+^ (RARγ^+^) cells respond to RA and differentiate into KIT^+^ A_1_ spermatogonia, while GFRα1^+^ (RARγ^−^) cells remain undifferentiated (Fig. 6B, bottom). NGN3^+^ cells are then replenished by GFRα1^+^ cells through unknown mechanisms in the absence of RA signaling (Fig. 3D-F). Then, A_undiff_ regain heterogeneity (Fig. 6B, left), until swept away by RA in stages VII to VIII of the next cycle. Throughout the cycle, GFRα1^+^ cells continuously generate a largely consistent number of their own population regardless of the RA level. The mechanisms that control the maintenance of the GFRα1^+^ population warrant future investigation.

Although such a highly synchronized cycle of differentiation is characteristic of mouse spermatogenesis, the stem cell strategy revealed here (the genesis of a heterogeneous population of undifferentiated cells differing in their competence to differentiate, combined with ubiquitous exposure to a differentiation-inducing signal) might control other stem cell systems supported by open or facultative niches.

## MATERIALS AND METHODS

### Animals

Transgenic mice were as follows: *Ngn3-CreER^TM^* (Yoshida et al., 2006), *Gfra1-CreER^T2^* (Hara et al., 2014), *Ngn3-EGFP* (Yoshida et al., 2004), *Gfra1-EGFP* (Uesaka et al., 2007) and *CAG-CAT-EGFP* (Kawamoto et al., 2000). *CAG-CAT-3xFLAG-Rarg* transgenic mice were generated as described in the supplementary Materials and Methods. The background of all mice was C57BL/6 (Japan SLC, Japan CLEA). All animal experiments were conducted with the approval of The Institutional Animal Care and Use Committee of National Institutes of Natural Sciences, or as specified.

### VAD model

VAD mice were prepared as described (Sugimoto et al., 2012; van Pelt and de Rooij, 1990). Briefly, wild-type (WT), *Ngn3-EGFP*, *CAG-CAT-EGFP* and *CAG-CAT-3xFLAG-Rarg* female mice were fed a VA-deficient diet (Chubu Kagaku Shizai) for at least 4 weeks before being mated with appropriate males (WT, *Ngn3-EGFP*, *Ngn3-CreER^TM^* or *Gfra1-CreER^T2^*). The mother and male offspring received the same diet until the latter were used for experiments at the age of 10-14 weeks, when their body weights were maximal. To resume spermatogenesis, VAD mice were intraperitoneally administered 0.5 mg retinyl acetate (Sigma-Aldrich) dissolved in 25 μl ethanol and mixed with 75 μl sesame oil (Nacalai Tesque). The mice were subsequently fed a normal diet with a sufficient amount of VA.

### Pulse labeling and induction of FLAG-RARγ by TM

Induction of Cre-mediated recombination by TM to label the GFRα1^+^ and NGN3^+^ cells with GFP or to induce FLAG-RARγ expression was performed as described previously (Hara et al., 2014; Nakagawa et al., 2010). See the supplementary Materials and Methods for details.

### *In situ* hybridization and immunofluorescence (IF) analyses

*In situ* hybridization using paraffin sections was performed according to protocols described previously (Yoshida et al., 2001). Whole-mount IF of seminiferous tubules was performed according to a published method (Nakagawa et al., 2010). Observations and measurements were performed using an Olympus BX51 upright fluorescence microscope equipped with a DP72 CCD camera or using a Leica TCS SP8 confocal system. Detailed protocols, probes and the antibodies used are described in the supplementary Materials and Methods.

### Cell sorting

GFRα1^+^ spermatogonia fractions were collected using flow cytometry from adult *Gfra1-EGFP* mice (Uesaka et al., 2007) as the GFP^+^ fraction. NGN3^+^ and KIT^+^ fractions were collected from *Ngn3-EGFP* mice (Yoshida et al., 2004) as the GFP^+^/KIT^−^ and GFP^+^/KIT^+^ fractions, respectively, after staining with a Phycoerythrin/Cyanine 5 tandem-conjugated rat anti-mouse CD117 (KIT) antibody (Southern Biotech, #1880-13).

### Microarray and quantitative (q) RT-PCR gene expression analyses

Microarray analysis of transcripts from sorted fractions of spermatogonia was performed using a SurePrint G3 Mouse GE 8x60K Microarray Kit and G2505C or G2565CA scanner (Agilent Technologies). Three samples from different animals were analyzed for each cell type. For GFRα1^+^ and KIT^+^ fractions, each sample was collected from a single individual; samples from two mice were pooled to analyze NGN3^+^ cells. Data preparation and statistical analysis were performed using Gene Spring v12.0.0.0 (Silicon Genetics). The full microarray dataset will be published elsewhere and further details are available from the authors upon request.

qRT-PCR was performed using a LightCycler 480 system (Roche). See the supplementary Materials and Methods for detailed protocols and conditions.

## Supplementary Material

Supplementary Material

# Supplementary material for: Hierarchical differentiation competence in response to retinoic acid ensures stem cell maintenance during mouse spermatogenesis
**Source:** Development. 2015 May 1;142(9):1582–92. doi: 10.1242/dev.118695
**Supplement:** Supplementary Material

Supplementary Material 

# Hierarchical differentiation competence in response to retinoic acid ensures stem cell maintenance during mouse spermatogenesis

## DEV118695 Supplementary Material

**Files in this Data Supplement:**

- Supplementary Material

How the deposited data were processed for this re-analysis (not part of the article)

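Gene expression was measured on Agilent 1-colour mouse arrays in 4 groups of 3 arrays: GFRα1+, NGN3+ and KIT+ spermatogonia sorted from reporter mice, and whole testes. Samples were assigned to groups and replicates from the labels of the series and the description of the sorts in the paper. The paper states that the RNA samples came from different animals.
The authors scanned the arrays and extracted spot values with Agilent Feature Extraction. File headers name versions 10.7.1.1 and 10.7.3.1, and the submitters' processing notes 10.7.3.1. For every array the authors deposited the processed signal, an intensity after background subtraction on a linear scale, with flags for saturation, outliers and signal well above background, and the median signal and background. The mean signal was not in the files of the second slide that were used here. A table of log2 values deposited by the authors was compared with the scanner values: it is the log2 processed signal minus each array's 75th percentile, with no centring of genes, and 99.5% to 99.6% of probes lay at a constant difference on each array. Its column medians were −3.85, −3.85 and −3.67 for GFRα1+ arrays, −3.57, −3.55 and −3.49 for NGN3+ arrays, −3.50, −3.64 and −3.62 for KIT+ arrays, and −3.46, −3.45 and −3.49 for whole testes. The paper analysed the arrays with GeneSpring and a t-test with Benjamini-Hochberg correction.
From these files, log2 of the processed signal was computed, with control spots and spots marked as outliers left out (103 to 161 spots per array), and spots of 1 probe were averaged. Each array's 75th percentile was subtracted; on the intensity scale it ran from 318 to 675. No spot was saturated. The files name 55681 probes of 36315 genes. Names were updated through a table of RefSeq genes of GRCm38.p6, by accession for 26407 probes, by symbol for 3864 and by synonym for 735, and the name in the files was kept for 24675. Probe coordinates are those of the files, in mm9. The probe with the highest mean over the arrays of a fit stood for its gene, and for receptor genes the other probes tested between NGN3+ and GFRα1+ cells are given as well.
Comparisons were made with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 and Benjamini-Hochberg adjustment, at an adjusted p under 0.05. The 9 arrays of sorted cells entered a single fit, with whole testes left out, and all 12 arrays entered the comparison of sorted cells with whole testes. A gene was tested where its probe was well above background on all 3 arrays of at least 1 group compared. Where a gene was not well above background on every array of the dimmer group, its ratio is a bound: the mean of the brighter group against the dimmer group's mean of, per array, the higher of the probe's own value and the lowest value among probes well above background. For such genes a list's median is also given with the genes at their bound where it moves. The number of arrays limits the precision, and 3 arrays against 3 cannot reach an exact permutation p under 0.1.
Before the data were examined, the samples, the tests, the alternatives, the rule for named genes and 24 gene lists were fixed. The rule names the 15 largest rises and falls between NGN3+ and GFRα1+ cells and the 10 largest between KIT+ and NGN3+ cells, among genes with a symbol that passed the test, were well above background on all arrays compared and did not overlap between groups. It also names every gene the paper names and up to 4 members of each list with the smallest adjusted p. The lists cover RA receptors, retinoid uptake and binding, RA synthesis, RA degradation, RA receptor coactivators and corepressors, RA target genes, GDNF-responsive and stem cell genes, NGN3-state progenitor genes, differentiating spermatogonia, meiosis, spermatids, Sertoli, Leydig, peritubular myoid and endothelial cells, macrophages and leukocytes, red blood cells, DNA and H3K9 methylation, the cell cycle, stress and immediate early genes, glycolysis, oxidative phosphorylation and receptors of growth factor signals. The RA pathway list is the union of the first 7; the paper's own list, its Table S2, was not used here. Lists were tested with camera at a preset correlation of 0.01, adjusted over the 24 lists, and again with an estimated correlation.
The script was tested on simulated arrays with the spread of the real ones over 23826 genes, for NGN3+ against GFRα1+ cells. Of 50 genes changed at each size, it recovered 10.0% at a log2 change of 0.5, 58.0% at 1, 90.0% at 2 and 98.0% at 4. There were 12 false calls (8.16% of calls). The calls include genes of the cell cycle list, lowered by 0.5 on the same arrays and called lower as a list. In the real comparison 13388 genes passed, which sets a looser cutoff on the unadjusted p. The recovery rates therefore do not describe the real comparison. Alternatives were quantile normalization, the percentile over probes well above background on every array, the authors' log2 table, other filters on dim probes, a floor, outlier spots kept, all probes or the mean of a gene's probes, other sets of arrays in the fit, the t-test named in the caption of Fig. 4A, an intensity trend with robust eBayes, a log2 ratio beyond 1, slide as a block or a random block, the second slide alone, a replicate block, and each replicate left out. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15, with pandas 2.3.3 and numpy 2.4.6.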

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

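The other splits of the arrays were planned as a test before any result was seen, and the tests of single explanations were chosen only after the result was seen.
The spermatid genes, outside those the paper discusses, were higher in NGN3+ than in GFRα1+ spermatogonia in 30 of 30 tested, with a median log2 ratio of 5.34. A candidate explanation is RNA of haploid germ cells in the NGN3+ and KIT+ fractions, although the sort kept EGFP+ cells gated by KIT: over 1209 genes at least 7 higher on the log2 scale in whole testes than in GFRα1+ cells, NGN3+ arrays carried a median of 7.54% of the whole testis signal, KIT+ arrays 9.23%, and over the spermatid genes the 90th percentile of the NGN3+ share was 3.54 times the 10th, close below the 4 times taken as the limit for 1 source, and the shares ran from 4.79% for Izumo1 to 57.9% for Prm1. RNA of all testis cell types alike is argued against by the Leydig cell markers, whose median share was 0.198% (−0.863% to 6.43% over 4 genes) against 8.67% for the spermatid genes, as Cyp11a1, Hsd3b1 and Hsd3b6 stood at no more than −5.16, −5.51 and −6.01 on any NGN3+ array where that share would give −2.97, −2.20 and −2.92, although Nr5a1 stood close to it; red blood cell genes had a median of 0.606% (−0.317% to 9.85% over 4 genes), but Sertoli markers stood at 9.02% (12 genes), myoid markers at 23.4% (4 genes) and endothelial markers at 18.8% (3 genes), so that the source is not narrowed to haploid cells. The markers in these medians were far brighter in whole testes than in GFRα1+ cells, and the other members of the lists are not covered. Endothelial Egfl7, Flt1 and Kdr stood higher in GFRα1+ cells than in whole testes. Their shares were −13.6%, −81.9% and −72.3%, and they were not counted. Slide is argued against by a median of 4.95 within the second slide, against its only GFRα1+ array. Transcription of spermatid genes in the spermatogonia themselves remains open, since the median ratio of KIT+ to NGN3+ cells, 0.37, decides neither way.
Cell cycle genes, also outside the paper's discussion, were lower in NGN3+ than in GFRα1+ cells in 31 of 33 tested, such as Kif11 (−1.43), a mitotic kinesin, and the replication genes Mcm3 (−0.92) and Pcna (−0.95). Slide is argued against by a median of −0.51 relative to all genes within the second slide, against its only GFRα1+ array. Dilution by RNA of other testis cells as the whole cause was not decided, as the outcome turns on the share assumed. The share measured over 1209 genes, 7.54%, would lower a gene by at most 0.11. Every pair of an NGN3+ and a GFRα1+ array gave a median below that relative to all genes (−0.68 to −0.27). The 23.4% of the myoid markers would allow a fall of 0.38, which NGN3+ replicate 3 did not pass. Both are shares of whole testis signal at selected genes, the higher one at 4 markers of a single cell type. Neither is a share of all RNA on the arrays. Dilution stays open as part of the fall, and at the higher share as the whole of it. The median 0.78 higher in KIT+ than in NGN3+ cells does not decide this, as it comes from another population with its own rate of division. That fewer NGN3+ cells were dividing is a hypothesis that stays open too, as the median of KIT+ over GFRα1+ cells was 0.11 and no cells were counted here. With an estimated correlation the list's adjusted p was 0.680.
Of the genes outside the RA lists, 4737 were higher and 8579 lower in NGN3+ than in GFRα1+ cells, which the paper does not report. Slide as the whole cause is argued against: of the genes called between GFRα1+ replicates 1 and 2 and 2 NGN3+ arrays on the other slide, 90.3% to 93.5% had the same direction between GFRα1+ replicate 3 and the NGN3+ array left out, which share a slide and had no part in the calls, with a median ratio of 0.661 to 0.936 to the called difference, though this rests on a single GFRα1+ array and leaves room for slide as part of the size. By direction, 87.0% to 88.6% of the genes called higher and 92.4% to 97.3% of those called lower kept their direction. Labelling yield, together with the mouse line, cannot be told apart from the fraction, as spiked-in RNA stood −2.11 (log2) lower on NGN3+ than on GFRα1+ arrays, beyond the range of 0.885 among GFRα1+ arrays. The 10 splits of 6 arrays are too few for a share under 0.05: limma called 13388 genes in the real split and at most 0 in the others (1 of 10), and 72 RA pathway genes against at most 0 (1 of 10). For the 8 shifted lists of camera the highest of the other splits also gave 8 (3 of 10), in splits that mix the fractions and do not follow the slides.
GDNF-responsive and stem cell genes, of which the paper discusses Gfra1, were lower in NGN3+ than in GFRα1+ cells in 28 of 35 tested.
KIT+ arrays, which the paper's methods describe but whose values its text does not give, had 4219 genes higher and 4103 lower than NGN3+ arrays (8322 in the real split and at most 0 in the other splits, 1 of 10, again too few), with 7 shifted lists against at most 8 in other splits (5 of 10). Against GFRα1+ arrays KIT+ arrays had 6071 genes higher and 9047 lower (15118 in the real split and at most 0 in the others, 1 of 10, too few). Whole testes were measured but are not discussed in the paper, and 12118 genes were higher and 10081 lower in sorted cells than in them. The real split gave 22199, more than any other of the 100 splits drawn from 220, the real one included. The others gave at most 6827, so that a random split rarely gives as many (1 of 100). The splits do not tell the cause, as whole testes were not sorted and lay mostly on another slide.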

How the results depend on the processing

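The tests on genes no higher in whole testes and with normexp on the median signal were chosen after seeing the data; normexp on the mean signal was not run, because that signal was not in the files of the second slide used here. Rarg kept its direction and its call under all alternatives run, from 1.47 to 1.86. Leaving out 1 replicate changed no call or count of a comparison by over 1.5 times, but of the values of named genes 36 lost and 7 gained their call and 11 changed sign, against 1368 that did neither. Of the counts of list members 73 moved by over 1.5 times and 527 did not, and 6 list shifts gained a call while 282 did not change. The cause of the changes below was not tested, apart from fewer genes tested or a stricter threshold. Counts of NGN3+ above and below GFRα1+ genes ran from 4143 to 5357 and from 6290 to 8943 without 1 replicate, RA pathway genes from 56 to 75, shifted lists from 8 to 8, KIT+ above and below NGN3+ from 2880 to 3744 and 3151 to 3948, with lists from 7 to 10, KIT+ above and below GFRα1+ from 5509 to 6541 and 7885 to 9040, and sorted cells above and below whole testes from 11733 to 12188 and 9653 to 10242.
Between NGN3+ and GFRα1+ cells, leaving out 1 replicate moved Rarb from −0.45 to 0.023, Rxrb from −0.044 to 0.058, Star from −0.0062 to 0.40 and Hba-a2 from −0.27 to 0.91, and between KIT+ and NGN3+ cells Star from −0.16 to 0.12, Slc4a1 from −0.088 to 0.088 and Hba-a2 from −0.10 to 1.91. Quantile normalization reversed Hsd11b1 (−0.072), Star (−0.015, and 0.0083 in KIT+ over NGN3+) and the oxidative phosphorylation list (0.12 relative to all genes). The percentile over probes well above background on every array reversed Rara (0.014), Rarb (0.028) and Slc4a1 in KIT+ over NGN3+ (−0.020), and the mean of a gene's probes reversed Rara (0.036), Rxra (−0.056) and Star (−0.11). Limiting the test to probes well above background on every array left 2622 genes higher in NGN3+ cells, 3976 higher in KIT+ than in GFRα1+ cells and 5889 lower in sorted cells than in whole testes, and reversed Zfp423 (−0.73) and Star (−0.45). A log2 ratio beyond 1 left 3348 genes higher and 1782 lower in NGN3+ cells, so that most large changes were rises (65.3% of calls), 28 RA pathway genes, 904 higher and 1876 lower in KIT+ than in NGN3+ cells, and 3846 higher and 3598 lower in KIT+ than in GFRα1+ cells. The paper's t-test called 3751 genes higher and 6659 lower in NGN3+ cells, and 47 RA pathway genes adjusted over the list alone. With slide as a block 5565 genes were lower in NGN3+ cells, and within the second slide 4929 were lower and 46 RA pathway genes differed; in both, which are the same contrast, Rarb (0.47), Rxrb (−0.022), Rxrg (0.16) and Star (−0.13) reversed. With slide as a random block Rarb was 0.0062. Camera with an estimated correlation shifted 0 of 24 lists between NGN3+ and GFRα1+ cells and 0 between KIT+ and NGN3+ cells (1 and 0 at an unadjusted p under 0.05). Normexp on the median signal reversed Rara (0.14), Rarb (0.039), Stra8 (0.069) and Hsd11b1 (−0.046). Among genes no higher in whole testes than in the second group, a filter that uses that group's level and so favors falls by itself, 755 were higher in NGN3+ cells, 46 RA pathway genes differed, 2798 were higher in KIT+ than in NGN3+ and 1597 in KIT+ than in GFRα1+ cells, and the Sertoli list reversed (−0.22). Replicate numbers do not pair the samples, since deviations of arrays with the same number correlated from −0.342 to 0.172; with a replicate block 4593 genes were higher and 7782 lower in NGN3+ than in GFRα1+ cells, 3485 and 3626 in KIT+ than in NGN3+ cells, 5842 and 8468 in KIT+ than in GFRα1+ cells, and 12033 and 10017 in sorted cells than in whole testes. Signal over background limits what can be seen: close to 50.1% of probes were well above it on the dimmest array.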

Differences from the paper's values

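The alternatives named here were set before the data were examined, and no test was chosen after the result was seen. The log2 ratios of NGN3+ over GFRα1+ cells for the 6 receptor genes lie near those the paper plots in Fig. 4A, read by eye: about 1.6 for Rarg, about −0.3 for Rara, about −0.2 for Rarb, about 0.4 for Rxra, about 0.0 for Rxrb and about −0.4 for Rxrg, against 1.63, −0.16, −0.14, 0.32, 0.021 and −0.38 here.
The paper states that most RA pathway transcripts that were detected had similar levels in both fractions. Over the list used here, 102 of 131 tested genes had a log2 ratio between the outer lines of Fig. 4A and 28 of 131 passed limma's test and lay beyond them, while 72 of 131 passed the test at any size. With the paper's t-test, 49 passed after adjustment over all genes tested and 47 after adjustment over the list alone. The list differs from the paper's Table S2, which was not analysed here, and so its tally is not that of the paper's genes.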

Other observations

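The directions of lists below were tested as planned before the data were examined, and the shares of whole testis signal were chosen only after the result was seen.
Most GDNF-responsive and stem cell genes were lower in NGN3+ than in GFRα1+ cells. Of 35 GDNF-responsive and stem cell genes tested, 28 were lower and 3 higher (28 and 3 adjusted over the list alone), with a median log2 ratio of −1.85 and −1.66 relative to all genes (camera, adjusted p = 4.18e-06, and adjusted p = 0.608 with an estimated correlation). They include Egr2 (−3.88), Lhx1 (−3.73), Lhx2 (−2.90), Dusp6 (−3.20), a phosphatase that limits ERK signaling, and Id4 (−2.07), an inhibitor of differentiation; Ccnd2, a cyclin, was at −2.29. Plvap (−3.63) is also on the list of endothelial cell markers. Of 20 stress and immediate early genes, 13 were lower and 2 higher (13 and 2 adjusted over the list alone; camera, adjusted p = 0.0104, and adjusted p = 0.469 with an estimated correlation), among them Fos (−3.73), Ier2 (−2.07) and Klf6 (−1.97), with a median of −0.78, and the call ended among probes well above background on every array (adjusted p = 0.157). Of 27 genes of oxidative phosphorylation 17 were lower (17 adjusted over the list alone), with a median of −0.32 (camera, adjusted p = 0.0104, and adjusted p = 0.680 with an estimated correlation); 9 were lower without NGN3+ replicate 2, the call ended within the second slide (adjusted p = 0.069), and the shift relative to all genes turned to 0.12 under quantile normalization. Spermatid genes, at a median of 5.34, moved against these groups. Of 33 cell cycle genes 31 were lower (31 adjusted over the list alone), with a median of −0.68 (camera, adjusted p = 8.92e-06, and adjusted p = 0.680 with an estimated correlation).
Among single genes well above background on all 6 arrays, the largest rises in NGN3+ cells were Rnf133 (6.24), Prss55 (6.22) and H1f7 (6.16), each higher still in whole testes, and Hils1 (5.81) and Tnp2 (5.79) of spermatid chromatin rose almost as far. Somatic markers that rose include the Sertoli genes Cst12 (3.46), Defb19 (4.74) and Cst9 (4.34) and the smooth muscle actin gene Actg2 (5.39). The median of the 23 Sertoli markers was 1.02, and 0.93 with dim genes at their bound, and that of the 8 myoid markers 2.49, and 2.33 with dim genes at their bound. The largest falls were Nefm (−5.17), a neurofilament gene, Chrna4 (−4.80), Aldh1a3 (−4.73), Mpzl2 (−4.48), Krtap17-1 (−4.41), Cd109 (−4.37) and Eomes (−4.04), a T-box gene. Of 22 NGN3-state progenitor genes 8 were higher and 7 lower (8 and 7 adjusted over the list alone; camera, adjusted p = 0.266), and 3 to 4 were lower without GFRα1+ replicate 1 or 2 or NGN3+ replicate 2 or 3.
From NGN3+ to KIT+ cells, most of the listed genes of differentiation and division rose and most of those of the undifferentiated state fell, although no list passed with an estimated correlation. Of 24 genes of differentiating spermatogonia 18 were higher and 4 lower (18 and 4 adjusted over the list alone), among them Kit (2.58), Prdm9 (1.98), a histone methyltransferase of meiosis, and Esx1 (1.91). Of 33 cell cycle genes 30 were higher (31 adjusted over the list alone), such as Rrm2 (1.64), Plk1 (1.37) and Tpx2 (1.32), with a median of 0.78. Of 30 meiotic genes 16 were higher and 3 lower (16 and 3 adjusted over the list alone), and of 27 genes of oxidative phosphorylation 12 were higher (13 adjusted over the list alone). Of 31 GDNF-responsive and stem cell genes 22 were lower and 2 higher (23 and 3 adjusted over the list alone), and of 22 NGN3-state progenitor genes 17 were lower and 3 higher (17 and 3 adjusted over the list alone), among them Nanos2 (−4.23), an RNA-binding protein of stem spermatogonia, Glis3 (−3.41), Tcl1 (−3.31), Ddit4 (−3.10) and Nanos3 (−2.78). Of 19 stress and immediate early genes 8 were lower and 2 higher (9 and 2 adjusted over the list alone), with Egr1 at −3.31, and only 1 was higher whichever of the 6 replicates was left out. Without NGN3+ replicate 2 or KIT+ replicate 3, 1 meiotic gene was lower. The adjusted p of these 7 lists ran from 3.61e-12 to 0.0377 with camera, and was 0.430 with an estimated correlation for 6 of them and 0.727 for oxidative phosphorylation. The stress list lost its call within the second slide (adjusted p = 0.0645). Markers of other cell types moved as well: 5 of 8 peritubular myoid markers were lower in KIT+ than in NGN3+ cells (5 adjusted over the list alone), with a median of −1.27, and of 13 endothelial markers 4 were lower and 3 higher (5 and 3 adjusted over the list alone), with a median of −0.56, while the myoid share of whole testis signal was 23.4% on NGN3+ and 7.52% on KIT+ arrays. Camera shifted neither list (adjusted p = 0.153 and 0.266), but both without NGN3+ replicate 3 (adjusted p = 0.0286 and 0.0464), where 7 endothelial markers were lower. Other large changes were a rise of Prss50 (3.24), a testis protease, and falls of Nr2e1 (−4.13), Igfbp6 (−4.02), Six4 (−3.99) and Cdkn1b (−3.85), which encodes an inhibitor of the cell cycle.
Of RA pathway genes between KIT+ and NGN3+ cells, 30 were higher and 27 lower of 132 tested (30 and 27 adjusted over the list alone; 17 lower without NGN3+ replicate 1 or KIT+ replicate 3), with rises of Cyp26b1 (1.78) and the RA-binding Crabp1 (1.45) and a fall of Rbp7 (−2.62). Of 27 genes of DNA and H3K9 methylation, 4 were higher and 15 lower in NGN3+ than in GFRα1+ cells (4 and 15 adjusted over the list alone; 2 higher without GFRα1+ or NGN3+ replicate 1; camera, adjusted p = 0.218), with Dnmt3l at 1.92, Uhrf1 at −1.07 and Cbx5 at −1.11. Dnmt3a was at −0.80 in NGN3+ over GFRα1+ cells (adjusted p = 0.00142 from limma) and −0.70 in KIT+ over NGN3+ cells (adjusted p = 0.00469), with a probe that was not matched to an isoform, and in the same 2 comparisons Dnmt3b was at 0.35 (adjusted p = 0.0349) and 0.55 (adjusted p = 0.00757). The first call of Dnmt3b ended without GFRα1+ replicate 1 (0.38), 2 (0.33) or 3 (0.34) or NGN3+ replicate 1 (0.29) or 3 (0.32). Another Dnmt3b probe stood at 3.75 to 3.94 on NGN3+ and 3.35 to 3.36 on GFRα1+ arrays. A further one stood at 2.97 to 3.21 on NGN3+ and 2.49 to 2.73 on GFRα1+ arrays. Both lay outside the main fit, which took 1 probe per gene. Actb, to which the paper's qRT-PCR values are normalized, had a log2 ratio of −0.68 between NGN3+ and GFRα1+ cells (adjusted p = 0.000675) and −0.49 relative to all genes.
The other lists did not shift between NGN3+ and GFRα1+ cells. Of 24 genes of differentiating spermatogonia 8 were higher and 10 lower (8 and 11 adjusted over the list alone; 5 higher without GFRα1+ replicate 1 or NGN3+ replicate 3; camera, adjusted p = 0.978), and of 30 meiotic genes 10 were higher and 9 lower (10 and 9 adjusted over the list alone; adjusted p = 0.218). Of 18 glycolysis genes 3 were higher and 2 lower (3 and 2 adjusted over the list alone; 1 lower without GFRα1+ replicate 1 or 2 or NGN3+ replicate 2; adjusted p = 0.832), with Hk1 at 1.76 and Ldha at 1.62, and of 37 receptors of growth factor signals 3 were higher and 16 lower (3 and 16 adjusted over the list alone; 5 higher without GFRα1+ replicate 3 or NGN3+ replicate 1; adjusted p = 0.389). Of 4 Leydig cell markers 1 was higher and 1 lower (1 and 1 adjusted over the list alone; adjusted p = 0.704), of 12 endothelial markers 2 were higher and 4 lower (2 and 4 adjusted over the list alone; adjusted p = 0.752), of 9 macrophage and leukocyte markers 3 were higher and 2 lower (5 and 2 adjusted over the list alone; 6 higher without GFRα1+ replicate 3 and 0 to 1 without any other; adjusted p = 0.389), with Mrc1 at −3.01, and of 3 red blood cell genes 1 was higher (1 adjusted over the list alone; 2 without GFRα1+ replicate 3; adjusted p = 0.211), which was Alas2 (1.83).
Against whole testes, sorting enriched the spermatogonial genes: 22 of 22 NGN3-state progenitor genes were higher in sorted cells (22 adjusted over the list alone), with a median of 4.41. Spermatid genes were lower in 30 of 30 (30 adjusted over the list alone), with a median of −4.91, Leydig cell markers in 9 of 9 (9 adjusted over the list alone) and Sertoli markers in 22 of 25 (22 adjusted over the list alone). The log2 ratios of all genes in this comparison had a median of 0.23, and with the percentile over probes well above background on every array 10772 genes were higher and 11458 lower. Of the 24 lists, camera shifted 13 here and 10 between KIT+ and GFRα1+ cells, and none with an estimated correlation (1 and 1 at an unadjusted p under 0.05). Between KIT+ and GFRα1+ cells that percentile gave 7207 genes higher and 7906 lower.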
